A study of Gallus gallus with 16 samples. Its data were reported in "Cell-Autonomous Sex Differences in Gene Expression in Chicken Bone Marrow–Derived Macrophages" (2015).

How the data were processed

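The series holds 16 Chicken Gene ST arrays of macrophages grown from embryonic bone marrow, 1 array for each of 2 pools in 8 groups formed by sex, injection (PBS or fadrozole) and culture (non-activated or LPS-activated). Groups and pool numbers were taken from the sample titles. The day of incubation follows the labels, where the methods of the study give another day. The number of pools follows the labels too, where the study's text gives a larger number for each sex and treatment. The authors deposited 1 table of log2 signals, summarised and normalized per the labels by RMA in the Affymetrix Expression Console; the table was checked for its scale (values from 2.45 to 14.4), and no unit other than log2 was found. No array was identical to another. All 20804 probe sets of the table were read, and gene symbols were taken from the probe annotation provided and matched to the GRCg7b gene table for chromosomes alone; 11727 of the 12300 probe sets with 1 symbol found a chromosome there. A probe set with several symbols or none was tested but not named. Because the values had been normalized already, they were not normalized again in the main analysis.

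Following the filter in the study's methods, the threshold on each array was the mean of its lowest quartile (25%) of linear signals plus 3 standard deviations, and a probe set was tested if it lay above it on both arrays of at least 1 group (15179 of 20804). limma (version 3.58.1 in R 4.3.3) was fitted with 1 mean per group to all 16 arrays, with empirical Bayes moderation and Benjamini-Hochberg adjustment within each of 14 contrasts (threshold 0.05). The contrasts were the LPS response (mean, males, females), the sex difference (non-activated, with PBS, with fadrozole, LPS-activated), the fadrozole difference (females, males and both in non-activated cells, and LPS-activated) and 3 differences of these differences. For each of 25 gene lists, written before the values arrived, camera was run on 1 probe set per gene with a preset correlation of 0.01 between genes, and adjusted over lists within a contrast; the same test with the correlation estimated from the arrays and the members past the threshold, over all genes and adjusted over the list alone, were given beside it. Of these lists 2 hold transcripts that the study had listed from hatchlings, which are other samples. statmod 1.5.0 was used for the block with a random effect. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

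The genes named were fixed by rule before the values were seen: in each contrast the 10 named probe sets with the largest rise and the 10 with the largest fall among those past the threshold that moved the same way without overlap (for LPS in all 8 pools), up to 4 members of each list, and a short set of sex hormone, interferon and cytokine genes wherever the table names them. IFNA3 and MHM had no probe set named by that symbol, and CYP19A1 and the probe set matched to IFNB lay under the filter. Where the signal of one side lay under the filter on every array a lower bound of the fold is given beside the log2 difference at the first mention.

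The sex of each array was checked from W- and Z-linked transcripts. The 4 arrays of PBS pool 1 contradicted their labels. They were kept as labelled in the main fit of all 16 arrays, and all comparisons were repeated on the other 12; in that fit a PBS group rests on 1 array, which is assumed to vary like the other groups. This second fit was chosen after the values were seen. The pool numbers were checked for pairing: the deviations of the 2 cultures of a pool from their group means correlated at 0.71, 0.64, 0.43 and 0.45 (male PBS, female PBS, male fadrozole and female fadrozole), so a fit with the pool as a block is given beside the LPS counts. That both cultures with 1 number came from the same pool was read from the titles, which do not state it. In the PBS groups the 2 pools differ in sex-linked transcripts in both cultures, and this enters the correlations of those groups. Between groups of different embryos arrays with the same pool number correlated from -0.28 to 0.45. The highest was between male PBS and female fadrozole in non-activated cells. It is as high as those of the fadrozole pools above, so a structure shared by pool number is not excluded for these groups.

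The alternatives were no filter, the filter on the log2 scale, only the arrays of the groups compared, the replicate number as a block (for the LPS response and its differences, the pool), the pool as a random block, a second quantile normalization, centring on the median, moderation with a trend and robust to outliers, array weights, the t-test named in the study's supplement, the mean of all probe sets of a gene, an estimated correlation, and each array left out in turn. Chosen after the values were seen were the fit without the PBS pool 1 arrays and one without the 2 arrays of widest spread among unnamed probe sets.

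The scripts were tested on simulated data before use: in 5 runs 200 of 15179 probe sets were changed by 1.5-, 2- or 4-fold on the real means and spread, with a correlation of 0.372 between the cultures of a pool. For the mean LPS response 94.9% of 2-fold and 82.4% of 1.5-fold changes were recovered with 3 false calls in all, and with the pool block 98.2% of 2-fold changes with 64 false calls. For the sex difference in non-activated cells 92.2% of 2-fold and 61.8% of 1.5-fold changes were recovered with 64 false calls over the 16 arrays, and 71.9% and 12.8% with 36 false calls without the PBS pool 1 arrays. For fadrozole in non-activated males 75.5% of 2-fold and 23.0% of 1.5-fold changes were recovered over the 16 arrays, and 21.8% and 1.19% without the PBS pool 1 arrays. A list of 30 genes shifted by 0.50 log2 was called in 5 of 5 runs in each of these comparisons. The genes of these lists were simulated independently of each other and called at an unadjusted camera p under 0.05. The runs therefore do not show how lists are recovered whose members move together. Every simulated array also carried the sex effect of its label, unlike the 4 arrays of PBS pool 1. The recovery of sex differences over the 16 arrays therefore holds only for correct labels. The deposited table holds no raw intensities, so background and array quality were not examined from scans.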

Results

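Macrophages were grown in CSF1 from the bone marrow of chicken embryos, at day 13 of incubation by the labels. The embryos were male or female and had been injected at day 3 with PBS or with 1 mg of fadrozole, a drug that blocks aromatase, the enzyme that makes estrogens, and that turns genetically female gonads toward testes. Each culture was left non-activated or was activated with bacterial lipopolysaccharide (LPS). The labels gave 2 pools of embryos to each of the 8 groups, so 16 arrays were compared, and the pools were treated as the biological replicates. Of 20804 probe sets, 12300 carried 1 gene symbol, 256 carried several and 8248 carried none. The 15179 probe sets (73.0%) that lay above the background filter were tested, 9834 of them named, for 9307 genes. Between 70.6% and 71.3% of probe sets lay above the filter on each array, and pairs of arrays correlated between 0.972 and 0.994.

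The sex-linked transcripts were read first, because they check the labels. In birds the female is ZW and the male ZZ, so that W-linked transcripts such as HINTW, a W-linked relative of the nucleotide hydrolase HINT1, should be seen in females alone and Z-linked transcripts should be higher in males. HINTW lay between 10.81 and 11.12 (log2) on 8 arrays and between 5.38 and 6.14 on the other 8. On 12 arrays this followed the labels. On the 4 arrays of PBS pool 1 it went against them: HINTW was 11.07 and 10.83 on the arrays labelled male PBS pool 1 (non-activated and LPS-activated), and 5.38 and 5.56 on the arrays labelled female PBS pool 1. The Z-linked genes went the same way: their median lay above the mean of the 16 arrays on those labelled female PBS pool 1 (0.17 non-activated and 0.13 LPS-activated) and below it on those labelled male PBS pool 1 (-0.07 and -0.17). The labels were kept in every comparison, no array was moved to another group, and the main sex comparisons are given as labelled and again without these 4 arrays, a choice made after the values were seen. Every direction between the sexes drawn from the PBS arrays, alone or averaged with others, carries this contradiction.

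**Figure D1:**
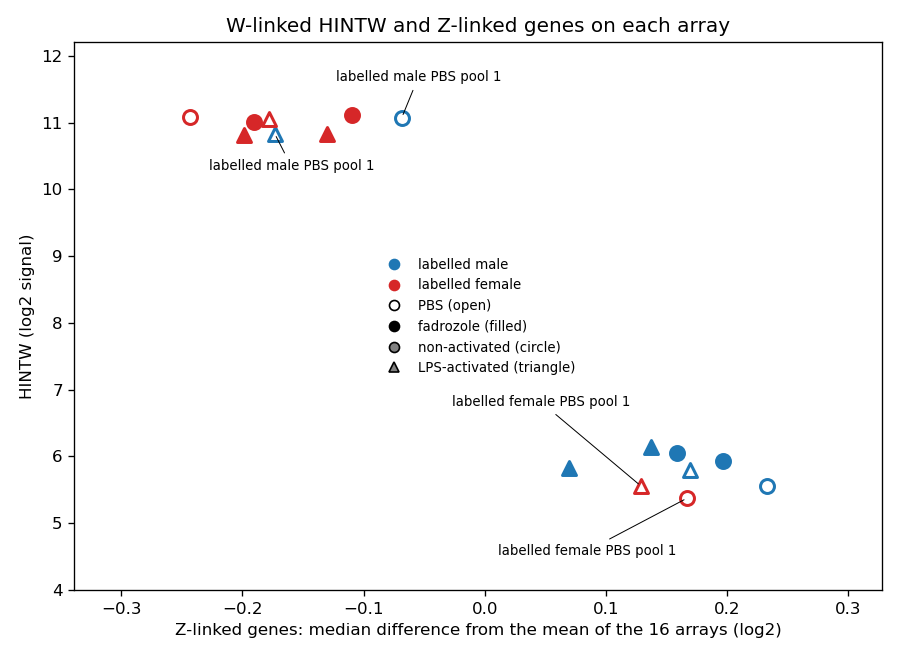
W-linked HINTW (log2 signal, vertical axis) against the median difference of the Z-linked genes from the mean of the 16 arrays (log2, horizontal axis), 1 symbol per array; colour gives the labelled sex, open or filled symbols the injection, and circles or triangles the culture. HINTW lies between 10.81 and 11.12 on 8 arrays and between 5.38 and 6.14 on the other 8, and the 4 arrays labelled PBS pool 1 lie on the side of the other sex.

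The largest rise with LPS among named genes was in TNIP3, an inhibitor of NF-kappaB signaling that binds the deubiquitinase A20 (4.60 ± 0.18 log2, adjusted p = 4.7e-07; higher in 8 of 8 pools, and at least 18.2-fold, since its signal lay under the filter on every non-activated array). SLCO4C1, a transporter of organic anions, rose by 3.96 log2, SOCS3, a feedback inhibitor of cytokine receptors, by 3.18, and ACOD1, the enzyme that makes the antimicrobial metabolite itaconate, by 2.83. The matrix proteins FBLN1 (3.43) and TNFAIP6 (2.83), the amino acid oxidase IL4I1 (2.71), the receptor MRGPRH (2.62), the complement regulator CD55 (2.59) and the metalloprotease MMP10 (2.57) rose as well. Among the genes that fell were IYD, a deiodinase that recycles iodide (-3.45), SLC40A1, the iron exporter ferroportin (-2.001), GABRD (-1.77), the sodium/proton exchanger SLC9A2 (-1.65) and the alkaline phosphatase ALPL (-1.64). TMTC1 (-1.59), SHISA6 (-1.56), the sialyltransferase ST8SIA6 (-1.54), SERPINF1 (-1.50) and the TGF-beta receptor relative TGFBR2L (-1.44) fell too, each in 8 of 8 pools.

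In the mean over sex and injection 1900 probe sets passed an adjusted p of 0.05, 1042 higher and 858 lower with LPS (8 against 8 arrays), of which 142 rose and 60 fell by 2-fold or more; 1533 of the 1900 (80.7%) moved the same way in all 8 pools. The 2 cultures with the same pool number were taken to come from 1 pool, and with the pool as a block the count was 3154. It was 495 without the PBS pool 1 arrays. In the arrays labelled male 945 probe sets passed (1963 with the block) and in those labelled female 591 (1313 with the block). Of the 945, 930 had the same direction in the arrays labelled female, and all 461 probe sets past the threshold in both sexes moved the same way. The number in males fell to 389 when the array labelled male PBS LPS-activated pool 1 was left out, and that in females to 280 without the array labelled female PBS LPS-activated pool 1.

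**Figure D2:**
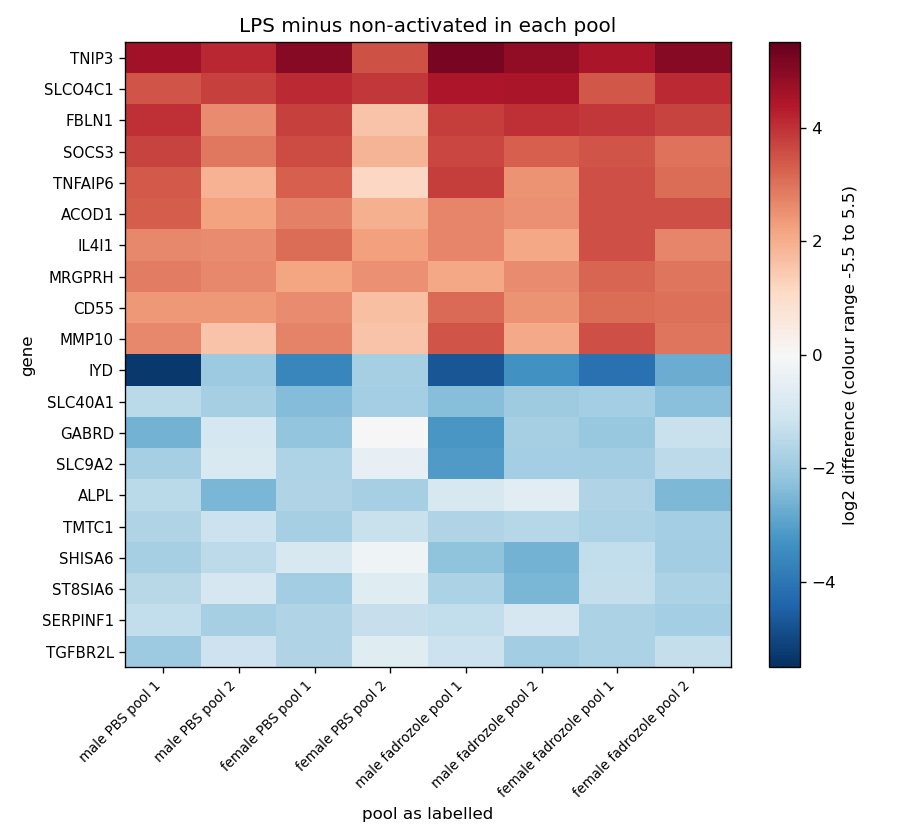
Log2 difference between the LPS-activated and the non-activated array of each of the 8 pools (columns, as labelled) for the 10 genes with the largest rise and the 10 with the largest fall; colour gives the difference. TNIP3 is higher with LPS in 8 of 8 pools, between 3.49 and 5.23 log2, and IYD is lower in 8 of 8.

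The list counts below come from the fit without the pool as a block, and for several lists those with it are given after them. Among the fixed lists of genes, the inflammatory cytokines and chemokines moved most clearly with LPS. Of 26 measured members 11 rose, none fell and 15 did not pass (15 rose and 1 fell when adjusted over the list alone), with a median of 0.40 log2 (camera adjusted p = 4.8e-07, or adjusted p = 0.0487 with an estimated correlation). The interleukin-8 genes IL8L1 (2.15) and IL8L2 (1.58), the decoy receptor IL13RA2 (2.07), the prostaglandin synthase PTGS2 (1.93) and IL18 (1.17) rose. IL6 rose by 1.03 log2 from under the filter on every non-activated array (at least 1.27-fold, standard error 0.22). It stayed under the filter on the LPS-activated arrays labelled male PBS pool 2 (4.81), female PBS pool 2 (4.73) and male fadrozole pool 2 (5.19), and lay above it on the others. IL1B did not pass (0.43, adjusted p = 0.0975), although with the pool as a block it did (adjusted p = 0.0456). With the block 16 of the 26 rose and 2 fell. Of 34 regulators of Toll-like receptor and NF-kappaB signaling, 10 rose and 3 fell, with a median of 0.07 log2 (camera adjusted p = 0.0051, or adjusted p = 0.0848 with an estimated correlation), and with the block 12 rose and 4 fell. In this list TLR1A rose (1.73) while TLR2 fell (-1.06), and the inhibitor NFKBIA (0.65), the transcription factor BATF3 (0.87) and the ribonuclease ZC3H12A (0.68) rose.

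The list of interferons with their receptors and kinases rose slightly (median 0.25 log2, camera adjusted p = 3.9e-04, or adjusted p = 0.0848 with an estimated correlation). Of its members 5 of 8 rose over all genes and 7 of 8 when adjusted over the list alone, among them IFNAR1 (0.43), IFNAR2 (0.31), IFNGR1 (0.25) and IFNGR2 (0.25). The interferon tested in it, IFNL3A, lay near the filter and did not pass with the pool as a block (0.02, adjusted p = 0.872; higher in 4 of 8 pools). IFNB lay under the filter and IFNA3 had no probe set, so the rise of the list does not show that interferons were induced. The interferon-stimulated genes did not follow the receptors in the mean of all pools: of 30 members 3 rose, 1 fell and 26 did not pass (median 0.12 log2, camera adjusted p = 0.0530, or adjusted p = 0.926 with an estimated correlation). The transcription factor IRF1 (1.11), the feedback inhibitor SOCS1 (0.62) and the peptide transporter TAP2 (0.48) rose, whereas MX1 (-0.19, adjusted p = 0.886), IFIT5 (-0.11, adjusted p = 0.936) and IRF7 (0.37, adjusted p = 0.0953) did not pass. With the pool as a block 5 of the 30 rose and 1 fell, and IRF7 passed (adjusted p = 0.0018; higher in 8 of 8 pools), while MX1 (adjusted p = 0.690) and IFIT5 (adjusted p = 0.758) did not.

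LPS also moved genes of growth and metabolism. Of 39 cell cycle genes 9 fell, none rose and 30 did not pass (median -0.21 log2, camera adjusted p = 1.7e-06, or adjusted p = 0.574 with an estimated correlation), with the replication helicase MCM3 (-0.52), BRCA1 (-0.45), TYMS (-0.42) and the proliferation marker MKI67 (-0.33) among them. By pool MKI67 was higher with LPS in 3 of 8, and MCM3, BRCA1 and TYMS in 0 of 8. Of 20 genes of glycolysis and hypoxia 8 rose, among them ADM (1.03), HIF1A (0.51) and the hexokinase HK1 (0.41), and 2 fell, PDK1 (-0.40) and NDRG1 (-0.38) (median 0.17, camera adjusted p = 3.9e-04, or adjusted p = 0.127 with an estimated correlation). Of 19 genes of the unfolded protein and heat shock responses 6 fell, such as HSPA2 (-0.99), DNAJA1 (-0.59), HERPUD1 (-0.48) and XBP1 (-0.45), and none rose (median -0.22, camera adjusted p = 3.9e-04, or adjusted p = 0.127 with an estimated correlation). All 14 cholesterol synthesis genes were lower, of which the sterol sensor INSIG1 passed (-0.40; list median -0.29, camera adjusted p = 0.0136, or adjusted p = 0.926 with an estimated correlation). With the pool as a block 8 of these 14 fell, as did 12 of the 39 cell cycle genes and 10 of the 19 genes of the unfolded protein and heat shock responses (1 rose), while 10 of the 20 genes of glycolysis and hypoxia rose and 2 fell. Of 4 thrombocyte genes SELP (1.96) and GP1BB (0.46) rose and TUBB1 fell (-0.36; list median 0.64, camera adjusted p = 0.0224, or adjusted p = 0.149 with an estimated correlation).

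Whether LPS acted differently in the sexes was tested as a difference of the responses. With limma no probe set passed (446 at an unadjusted p under 0.05), with the 16 arrays or without the PBS pool 1 arrays (0, and 413 at an unadjusted p under 0.05). IL8L1 rose by 2.13 log2 in the arrays labelled male and by 2.17 in those labelled female (difference -0.05, adjusted p = 1.00), and BATF3 by 0.84 and 0.89 (difference -0.06, adjusted p = 1.00). At the level of lists the response of the interferon-stimulated genes differed (0.28 log2, males minus females, camera adjusted p = 4.3e-07, or adjusted p = 0.656 with an estimated correlation), and so did that of the transcripts higher in female hatchlings described below (0.41, camera adjusted p = 2.6e-10, or adjusted p = 0.656 with an estimated correlation). In the arrays labelled male their median rose by 0.35 log2, with 27 of 30 members higher and 2 past the threshold (camera adjusted p = 7.5e-04, or adjusted p = 0.625 with an estimated correlation), and in those labelled female it stayed at 5.2e-04 (camera adjusted p = 0.998). The medians were, without the PBS pool 1 arrays, 0.31 (camera adjusted p = 1.3e-07, or adjusted p = 0.230 with an estimated correlation) and -0.19 (camera adjusted p = 0.0094, or adjusted p = 0.621 with an estimated correlation).

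As labelled, no probe set passed between the sexes in the fit of 16 arrays, which takes the spread from all groups, the PBS groups included. In non-activated cells limma called 0 probe sets over both injections (582 at an unadjusted p under 0.05, 0 with the t-test the study used), 0 with PBS (789) and 0 with fadrozole (866), and 0 in LPS-activated cells (550). From the fadrozole arrays alone, with the same labels, 47 passed in non-activated cells. Over both injections even HINTW did not pass (-2.49 ± 1.66 log2, adjusted p = 1.00), since 1 of the 2 PBS pools of each labelled sex lay on the other side. The lists moved nevertheless: the W-linked list had a median of -1.87 log2 (male minus female, 11 members, camera adjusted p = 2.1e-04, or adjusted p = 0.490 with an estimated correlation), and no member passed over all genes or when adjusted over the list alone.

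The 12 arrays without PBS pool 1 were kept because their W- and Z-linked transcripts match the labels, so the sex-linked differences below follow in part from that choice. They do not test the labels. In the non-activated cells of males HINTW fell by 5.29 log2 (SE 0.12, adjusted p = 4.6e-06), and LOC430766 (-4.94), UBAP2L2, a W-linked relative of a ubiquitin-associated protein (-4.90), LOC427025 (-4.48), LOC426615 (-4.30) and LOC769000 (-4.15) fell likewise, as did the unplaced LOC100859072 (-4.53). The signal lay under the filter on every male array for UBAP2L2 (at least 13.0-fold), LOC427025 (at least 10.3-fold), LOC426615 (at least 14.96-fold) and LOC100859072 (at least 11.3-fold). The probe set with the largest fall, named RPL17 and placed on Z (-6.13), had the profile of a W-linked transcript, while the other RPL17 probe set did not pass (-0.06). Higher in males were 13 probe sets on Z, among them the lysosomal iduronidase IDUA (1.10), C9orf72 (1.09), the spindle protein HAUS6 (1.06), WDR36 (1.03), the autophagy gene ATG10 (1.03), the potassium channel TMEM175 (0.96), LOC427439 (0.95), FAM151B (0.94) and NAA35 (0.91), and a single autosomal one, the lipid phosphatase PLPP4 (1.30). On the 2 non-activated arrays left out PLPP4 was 7.40 with high HINTW (labelled male) and 6.39 with low HINTW (labelled female), so by HINTW it ran the other way there. In all 80 of 15179 probe sets passed, 20 higher and 60 lower in males (3 against 3 arrays). Of these 10 are placed on W, 15 on Z, 14 on autosomes and 41 nowhere. Among the 60 lower ones 15 are named HINTW, of which 12 share their values with another probe set. By injection 40 passed with PBS (1 against 1 array, with the spread taken from the other groups), 1 higher, PLPP4 (1.98), and 39 lower, among them SLC1A1 (-2.69, at least 3.79-fold), placed on Z but again with a W-like profile. With fadrozole (2 against 2 arrays) 55 passed, 2 higher, IDUA (1.07) and WDR36 (1.10), and 53 lower. In LPS-activated cells 42 passed, all lower in males, with HINTW (-5.05) and the W-linked ATP synthase gene ATP5F1AW (-3.67) among them.

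Z-linked genes were mostly higher in males. Over 371 measured Z-linked genes the median was 1.30-fold in non-activated cells without the PBS pool 1 arrays, with 87.6% of genes higher in males, against 1.00-fold and 50.9% for 8538 autosomal genes. As labelled, over the 16 arrays, the Z median was 1.14-fold. Of the 33 measured transcripts that the study had listed as Z-linked from hatchlings, other birds on another array, the median was 0.67 log2 without the PBS pool 1 arrays, with 4 members past the threshold over all genes and 22 when adjusted over the list alone (camera adjusted p = 8.0e-34, or adjusted p = 0.0028 with an estimated correlation). As labelled this list had a median of 0.10 with PBS (camera adjusted p = 0.458), 0.53 with fadrozole (camera adjusted p = 1.3e-13, or adjusted p = 0.338 with an estimated correlation) and 0.28 in LPS-activated cells (camera adjusted p = 5.3e-11, or adjusted p = 0.553 with an estimated correlation).

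Of the 14 autosomal probe sets that passed without the PBS pool 1 arrays 13 were lower in males, several of them genes that answer interferon. Without the PBS pool 1 arrays 6 of 30 interferon-stimulated genes fell in non-activated cells and 24 did not pass, 21 lower and 1 higher when adjusted over the list alone (median -0.69 log2, camera adjusted p = 2.6e-33, or adjusted p = 0.0279 with an estimated correlation). IFI6 (-4.75), which restrains viral replication at the endoplasmic reticulum, the nucleotide kinase CMPK2 (-4.30), the antiviral GTPase MX1 (-3.95), OASL, an antiviral relative of the oligoadenylate synthases (-3.41), and the helicase HELZ2 (-2.07) fell, while SAMD9L (-3.90, adjusted p = 0.0729) and IFIT5 (-2.87, adjusted p = 0.171) did not pass. The receptors IFNAR1 (0.17, adjusted p = 0.916), IFNAR2 (0.21, adjusted p = 0.876) and IFNGR2 (0.13, adjusted p = 1.00) did not differ past the threshold. Over the 16 arrays as labelled the list had a median of -0.44 in non-activated cells (camera adjusted p = 7.8e-17, or adjusted p = 0.394 with an estimated correlation), -0.19 with PBS (camera adjusted p = 0.167), -0.68 with fadrozole (camera adjusted p = 1.5e-18, or adjusted p = 0.280 with an estimated correlation) and -0.17 in LPS-activated cells (camera adjusted p = 0.0489, or adjusted p = 0.682 with an estimated correlation). In LPS-activated cells the 12 arrays without PBS pool 1 had -0.35 (camera adjusted p = 3.6e-11, or adjusted p = 0.155 with an estimated correlation). With the correlation between members estimated from the arrays, none of the calls as labelled held.

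**Figure D3:**
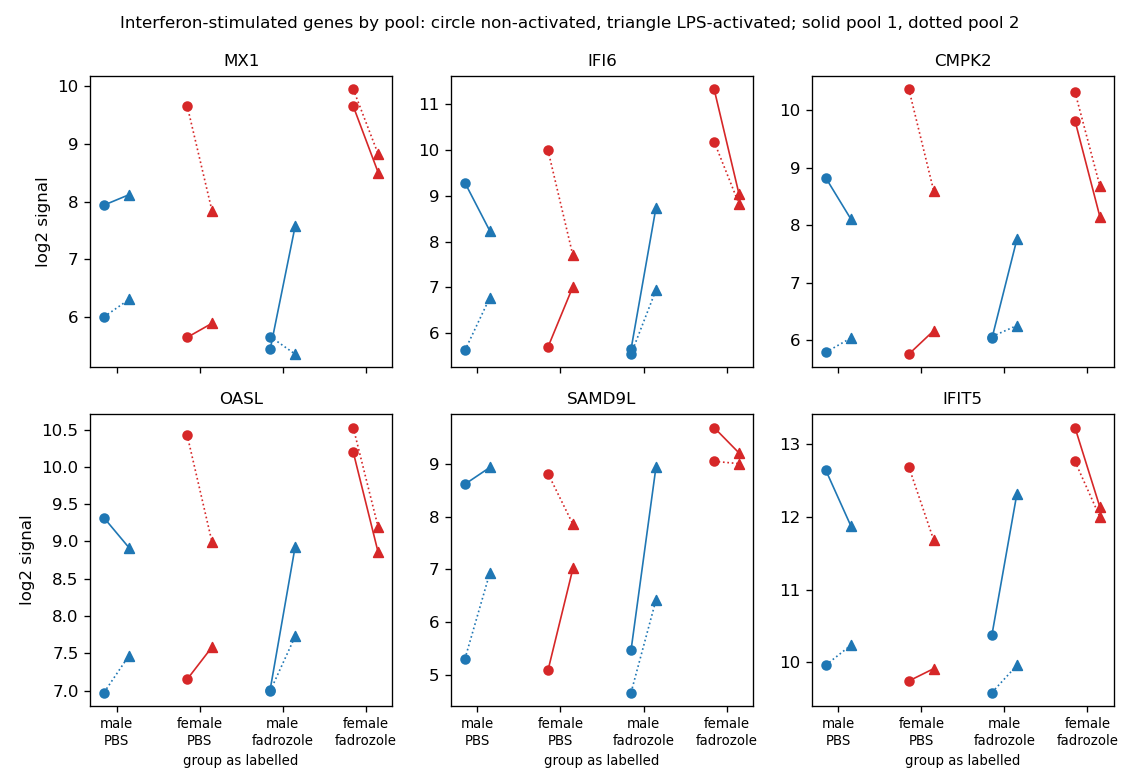
Log2 signal (vertical axes) of 6 interferon-stimulated genes in the 8 pools, by labelled sex and injection (horizontal axes); circles are non-activated and triangles LPS-activated arrays, joined within a pool by a solid (pool 1) or dotted (pool 2) line. In non-activated cells MX1 lies between 7.94 and 9.94 on the 4 arrays with high HINTW and between 5.44 and 6.01 on the 4 with low HINTW.

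The autosomal transcripts that the study had found higher in female hatchlings, again other birds on another array, gave the same picture. Of 31 measured members 19 are also in the interferon-stimulated list and 1, LOC426615, is W-linked. Without the PBS pool 1 arrays all 31 were lower in the non-activated cells of males, 9 past the threshold over all genes and 25 when adjusted over the list alone (median -0.84 log2, camera adjusted p = 1.7e-49, or adjusted p = 0.0279 with an estimated correlation), among them TRANK1 (-1.38). As labelled the median was -0.18 with PBS (camera adjusted p = 0.108) and -0.88 with fadrozole (camera adjusted p = 3.1e-28, or adjusted p = 0.280 with an estimated correlation). With LPS, in the mean over sex and injection, 5 members rose and 1 fell (median 0.15, camera adjusted p = 0.0136, or adjusted p = 0.926 with an estimated correlation). The cell cycle genes were slightly higher in males in non-activated cells over the 16 arrays (median 0.12, camera adjusted p = 1.6e-06, or adjusted p = 0.491 with an estimated correlation), and stromal genes lower (median -0.55, camera adjusted p = 7.1e-05, or adjusted p = 0.517 with an estimated correlation), with no member of either past the threshold over all genes. The 12 arrays without PBS pool 1 had 0.16 (camera adjusted p = 2.3e-04, or adjusted p = 0.495 with an estimated correlation) and -0.31 (camera adjusted p = 0.0229, or adjusted p = 0.639 with an estimated correlation).

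No single gene passed between fadrozole and PBS with limma. It called 0 probe sets in non-activated females (877 at an unadjusted p under 0.05), 0 in non-activated males (644), 0 over both sexes (484) and 0 in LPS-activated cells (1577). Without any effect a share of about 0.05 of the 15179 tested probe sets would lie there on average. The counts for females and for LPS-activated cells are above that share, and those for males and over both sexes below it. Recovery was not simulated for females or for LPS-activated cells, so the 0 there does not exclude an effect. The t-test on linear signals called 0 in these comparisons except 1 in males. Run on log2 values, it called PPA1, a pyrophosphatase, in males (-0.22, adjusted p = 0.0215), a gene named here after its value was seen. Whether this is the probe set of the linear test was not checked. Without the PBS pool 1 arrays the counts over both sexes were 0 as well, in non-activated (819 at an unadjusted p under 0.05) and in LPS-activated cells (1409). In simulated data that fit recovered 69.3% of 2-fold changes over both sexes in non-activated cells. For males, with 1 PBS array left, it recovered 21.8% and so adds little. Whether the drug changed the difference between the sexes, the aim of the injection, was tested directly, and 0 probe sets passed with the 16 arrays (1020 at an unadjusted p under 0.05) or without the PBS pool 1 arrays (516). In the arrays injected with fadrozole, whose W- and Z-linked transcripts match their labels, non-activated females kept HINTW at 11.12 and 11.01 and males at 5.94 and 6.05, and MX1, IFI6 and CMPK2 lay far higher in non-activated females than in males, so these differences were present after the drug too. The estrogen receptor ESR1 (0.25, adjusted p = 0.999) did not pass, and aromatase itself, CYP19A1, lay under the filter.

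At the level of lists, the interferon-stimulated genes were higher after fadrozole in the arrays labelled female (median 0.39 log2 in non-activated cells, 25 of 30 higher, camera adjusted p = 5.7e-05, or adjusted p = 0.726 with an estimated correlation), but without the PBS pool 1 arrays the median was 0.05 (camera adjusted p = 0.942). Cholesterol synthesis genes were lower with fadrozole in non-activated cells (13 of 14 lower, median -0.37, camera adjusted p = 0.0032, or adjusted p = 0.869 with an estimated correlation) and in LPS-activated cells (median -0.45, camera adjusted p = 0.0080, or adjusted p = 0.996 with an estimated correlation), with NSDHL (-0.77, adjusted p = 0.999) and SQLE (-0.54, adjusted p = 0.999), 2 enzymes of the pathway, as examples that did not pass. Stromal genes were lower in non-activated cells (16 of 18, median -0.45, camera adjusted p = 0.0065, or adjusted p = 0.900 with an estimated correlation) and not in LPS-activated cells (median -0.05, camera adjusted p = 0.910). In none of these lists did a member pass over all genes or when adjusted over the list alone. The difference of the LPS response between fadrozole and PBS gave 0 probe sets (321 at an unadjusted p under 0.05).

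The remaining lists mostly described which cells were cultured, and their LPS response was mixed. Of 20 macrophage genes 3 rose, among them the transcription factor CEBPB (1.96) and the scavenger receptor MARCO (1.83), and 4 fell, such as IRF8 (-0.38), with a median of 0.02. Of 10 antigen presentation genes 2 rose (median 0.16, camera adjusted p = 0.242). No shift past the threshold was found with LPS for the genes of osteoclasts (9 members, median 0.13), dendritic cells (5, -0.21), granulocytes (8, 0.02), lymphocytes (10, 0.01), erythroid cells (5, -0.12), endothelium (4, -0.04), cartilage and bone (8, -0.25), stroma (18, 0.05), lipid efflux and lysosomes (19, 0.03) or steroid and sex pathways (15, -0.01), nor for the W-linked (11, 0.03), the Z-linked (371, -0.04) and the hatchling Z lists (33, -0.11). LYZ did not pass (0.14, adjusted p = 0.475), and neither did DUSP1 (0.14, adjusted p = 0.724).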

Values the study reported

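All values quoted here come from hatchlings studied on another array, not from the embryos compared above. The study pooled marrow from groups of 5 birds. It reported that transcripts of the Z chromosome were enriched on average 1.63-fold in males. A cluster of about 600 probe sets was described as induced by LPS. IL8 was described as about 2-fold more inducible in males.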

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

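Of the tests in this part, those on the sex labels of PBS pool 1, on the interferon-stimulated genes of 1 array, on the stromal genes and every value without the PBS pool 1 arrays were chosen after the results were seen, whereas the counts over other splits of the arrays were planned.

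The results below stood out because an effect differed between groups by a test of the difference itself. The difference between the sexes in the response to LPS (males minus females) passed for 2 lists: the interferon-stimulated genes (0.28 log2, 30 members) and the transcripts higher in female hatchlings (0.41, 31 members). The change of the sex difference with fadrozole in non-activated cells passed for 6 lists: all Z-linked genes (0.18), the hatchling Z list (0.44), the W-linked list (-4.14), the interferon-stimulated genes (-0.61), the hatchling female-high list (-0.69) and the steroid and sex pathway genes (0.27). The difference between fadrozole and PBS in the response to LPS passed for 3 lists: inflammatory cytokines and chemokines (0.15), stromal genes (0.36) and antigen presentation (0.13). With an estimated correlation none of the 11 passed (adjusted p from 0.441 to 0.974), and in none of the 3 tests did a single probe set pass.

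The first pattern is the contradiction between the sex-linked transcripts and the labels in PBS pool 1. A mixture of male and female cells in each pool is argued against: on the arrays labelled male PBS pool 1 the 8 W-linked genes that part the sexes lay 0.05 log2 above the mean of the 6 other arrays labelled female (spread between those 6 arrays 0.02), where even 20% of male cells would have lowered them by 0.32. An exchange of the sex labels between the male and the female PBS pool 1 is open: on 4 of the 4 arrays the W-linked list was nearer to the arrays labelled as the other sex, in both labelled sexes and both cultures, as an exchange of 2 cultures or samples could bring about. The tables cannot say at which step it would have happened. No biological explanation was tested, since PBS should not change the sex chromosomes. This pattern also bears on the change of the sex difference with fadrozole. The lists above, fitted without the PBS pool 1 arrays, had -0.05 for the W-linked (camera adjusted p = 0.872), -0.02 for the interferon-stimulated (camera adjusted p = 0.875), -0.13 for the hatchling Z (camera adjusted p = 0.336) and -0.10 for the hatchling female-high genes (camera adjusted p = 0.989), while all Z-linked genes went to -0.14 (camera adjusted p = 0.0054, and adjusted p = 0.744 with an estimated correlation) and the steroid and sex pathway genes kept 0.23 (camera adjusted p = 4.2e-04, and adjusted p = 0.528 with an estimated correlation).

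The second pattern is the high level of interferon-stimulated genes on the array labelled male fadrozole LPS-activated pool 1, where MX1 was 7.57 and IFI6 8.74, against 5.36 and 6.95 on its replicate array. The list lay 0.34 log2 above the replicate and -0.19 from the mean of the female fadrozole LPS-activated arrays. Cells or RNA of the other sex are argued against: the W-linked genes of that array lay -4.59 log2 from the mean of the female fadrozole LPS-activated arrays, whereas its interferon list was close to theirs. A pool with a high level before LPS is argued against: between the non-activated arrays of male fadrozole pools 1 and 2 the list differed by 0.0095 log2. A generally wider spread of that array was not settled. The difference of the list from the replicate array lay above 100% of 10000 random lists matched on mean expression. Those lists hold genes drawn 1 by 1, whereas the members of this list can move together, and it was picked because it was high there. The array did not differ in this list alone: 2 of 18 stromal genes were higher on its replicate (median -0.52, pool 2 minus pool 1). The cell cycle list lay -0.29 log2 from the mean of all arrays against 0.19 on the replicate, and the spread of unnamed probe sets was 0.41 against 0.30. Another difference of that culture as a whole is not excluded. A response of that pool to LPS, in these cells or through an interferon released in that culture, stays open as a hypothesis and was not tested, and so does an infection of that culture. The list response of males minus females in this study includes this pool: by pool the median LPS response of the list was 0.64 in male fadrozole pool 1, 0.24 in pool 2, 0.28 and 0.23 in the pools labelled male PBS 1 and 2, 0.32 and -0.26 in those labelled female PBS 1 and 2, and -0.08 and -0.09 in female fadrozole pools 1 and 2.

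The third pattern is the level of stromal genes, collagens and other matrix genes of fibroblasts, which differed between pools of 1 group. Fadrozole as the whole cause is argued against: 1 of the 4 fadrozole pools, female fadrozole pool 2, lay over 0.50 log2 above 1 or more PBS pools in non-activated cells. Stromal cells carried along from the marrow in some pools and a change of the same genes within the macrophages cannot be told apart. At least 15 of the 18 stromal genes were higher in pool 2 than in pool 1 in both cultures of the male PBS and the female fadrozole groups (median 1.55 and 0.91 log2 in male PBS, 1.06 and 0.64 in female fadrozole). These groups were picked because the rise had been seen there, so the count decides nothing. In the female PBS group 16 and 18 of 18 were higher in pool 2 and in the male fadrozole group 6 and 2 of 18, and COL1A1, an abundant member, ran from 10.93 on a non-activated array labelled male fadrozole pool 2 to 12.49 on that of female PBS pool 2. The lower stromal list with fadrozole and its different response to LPS (0.36) include these pools, and no test separated the 2.

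Chance was checked by other splits of the same arrays, with a fit of 2 groups. For the mean LPS response chance can be excluded: 1 of 100 drawn splits gave as many probe sets as the labels, the labelled one itself (2150, highest other 161). Among splits that part all 8 pools, with the pool as a block, it was again 1 of 100 (3267, highest other 1562). That other split differs from the labels in the direction of 1 pool, female PBS pool 2, and the next highest gave 18. Within 1 sex the labelled split also gave the most, in males (1 of 35 splits, 719 against 4 for the highest other) and in females (1 of 35, 462 against 3). Splits that part all pools were run for the mean response only. Those within 1 sex ignore that the 2 cultures are taken to share a pool. They therefore do not exclude chance within 1 sex. For the counts of 0 the splits test nothing, since each of the 35 of 35 splits must give at least as many. Only the highest other is of use, for the sex difference in non-activated cells (0, highest other 186) and LPS-activated cells (0, highest other 94), the fadrozole difference in non-activated (0, highest other 186) and LPS-activated cells (0, highest other 94), and the differences of the LPS response by sex (0, highest other 5) and by fadrozole (0, highest other 5). The split with 186 and that with 94 are the ones that exchange the PBS pool 1 arrays between the sexes, so the samples hold a structure that the labels do not follow. The next highest gave 2 and 1. The 12 other arrays alone have 10 splits per culture, too few for a share under 0.05: in non-activated cells the labels gave 109 and the highest other 135, so that 2 of 10 gave as many, and in LPS-activated cells 50 and 0, so that 1 of 10 did. The split with 135 sets male PBS pool 2, female PBS pool 2 and female fadrozole pool 2, the pools with more stromal signal, against the other 3. Those are male fadrozole pools 1 and 2 and female fadrozole pool 1. This points to a structure of the samples besides sex, but since all PBS arrays lie on 1 side, stromal signal and injection cannot be told apart by it.

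Splits were run for 5 list results, and for these chance cannot be excluded as labelled. A median as large was given by 11 of 35 splits for the hatchling Z list in LPS-activated cells (0.28, highest other 0.60), by 15 of 35 for the W-linked list in non-activated cells (1.87 in size, highest other 4.06), by 14 of 35 for the interferon list between the sexes in LPS-activated cells (0.17 in size, highest other 0.38), and, for the response of the interferon list to LPS, by 3 of 35 in males (0.35, highest other 0.53) and 34 of 35 in females (5.2e-04, highest other 0.34). For the 3 sex comparisons the highest other split is again the one that exchanges the PBS pool 1 arrays.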

How the results depend on the processing

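Chosen after the data were seen were the values without the PBS pool 1 arrays and those without the 2 arrays of widest unnamed spread (female fadrozole non-activated pool 1 and male fadrozole LPS-activated pool 1), whereas the other 12 alternatives and the 16 that leave out 1 array were planned. A count was held to be kept if it stayed within 1.5 times the main count. A list result had to keep its side of the threshold, and its direction where it passed. Of 26 results, 3 were kept in every setting. They are the counts of 0 for the difference of the LPS response by sex, for that by fadrozole, and for fadrozole in non-activated cells. A count that moved does not mean that a response was lost or reversed. The cause was not tested for any change below except where stated.

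The number of probe sets changed by LPS (1900, males 945, females 591) moved by over 1.5 times with the replicate block, for LPS the pool (3154, 1963, 1313) and the pool as a random block (3451, 2236, 1365), which take the differences between pools out of the spread. It also moved with only the arrays of the groups compared (males 527, females 323), with the t-test (males 299, females 90) and without the PBS pool 1 arrays (495, 143, 96). When the 2 wide arrays were left out females had 391. With 1 array left out the mean response had 1357 to 2253, males 389 to 1004 and females 280 to 585.

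Between the sexes the counts of 0 became 80 in non-activated cells, 40 with PBS, 55 with fadrozole and 42 in LPS-activated cells without the PBS pool 1 arrays, and 47 with fadrozole from its own arrays alone. With 1 array left out, non-activated cells had 0 to 1 (USP41). For fadrozole the replicate block gave 2 lower in females and 2 lower in LPS-activated cells, the same 2 unnamed probe sets, which share their values. In males the t-test gave 1 on linear signals, and on log2 values it called PPA1. With 1 array left out males had 0 to 2 (ND4L and 1 unnamed). The change of the sex difference with fadrozole had 0 to 1 (unnamed). These genes were named after their values were seen.

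On the arrays without PBS pool 1 the hatchling Z list with PBS passed (0.75, adjusted p = 0.0058 with an estimated correlation), as did the interferon list (-0.72, adjusted p = 0.0623 with an estimated correlation) and the hatchling female-high list (-1.07, adjusted p = 0.0623 with an estimated correlation). The last also passed with the filter on the log2 scale (-0.19). The interferon list no longer passed for fadrozole in females (0.0456), and its LPS response in females reversed (-0.19, adjusted p = 0.0094, and adjusted p = 0.621 with an estimated correlation). Of 164 results of named genes 6 reversed there, all between the sexes with PBS: HINTW (-5.51), LOC430766 (-5.00), LOC427025 (-4.46), LOC426615 (-4.00), LOC769000 (-3.83) and SLC1A1 (-2.69). There 87 kept their side, 17 became weaker and 54 stronger. The t-test made 31 of 164 weaker.

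With an estimated correlation the calls were lost, at the same medians, for the hatchling Z list with fadrozole (0.53) and LPS-activated (0.28), the W-linked list (-1.87), the interferon list with fadrozole (-0.68), LPS-activated (-0.17), for LPS in males (0.35) and for fadrozole in females (0.39), and the hatchling female-high list with fadrozole (-0.88). The interferon list in LPS-activated cells (-0.17, adjusted p = 0.0489) also missed the threshold with the filter on the log2 scale, the replicate block, a trend, array weights and the mean of probe sets (-0.17 in each, adjusted p from 0.0517 to 0.0984), and with quantile normalization (-0.15).

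With 1 array left out the medians ranged, between the sexes with PBS, from -0.23 to 0.49 (hatchling Z), -0.53 to 0.19 (interferon) and -0.70 to 0.26 (hatchling female-high), reversing when female PBS non-activated pool 2 was left out. Their signs also turned, without passing, when male PBS non-activated pool 2 was left out (-0.20, 0.10 and 0.12). The W-linked list ranged from -2.98 to -0.85. The interferon list ranged from -0.30 to -0.0262 in LPS-activated cells, for LPS from 0.13 to 0.52 in males and -0.20 to 0.11 in females (reversing when female PBS non-activated pool 1 was left out), and for fadrozole in females from 0.0456 to 0.75. A group left with 1 array is assumed to vary like the other groups. Signal over background was even, 70.6% to 71.3% of probe sets per array, and genes under the filter could not be followed. In simulated data the recovery of 2-fold sex differences fell from 92.2% to 71.9% with 12 arrays in place of 16, so fewer arrays lower what can be found. The effect of signal was not tested.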

Other observations

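The lists of lipid efflux and lysosomes (19 members, median 0.03 log2) and of osteoclasts (9, 0.13) did not shift with LPS as lists, but single members passed, 1 higher and 6 lower in the first and 2 higher and 2 lower in the other. The genes named here were chosen after their values were seen. The fatty acid translocase CD36 (-0.81 log2, adjusted p = 0.0046), the lipase LPL (-0.74, adjusted p = 0.0037), the lipoprotein receptor SCARB1 (-0.54, adjusted p = 0.0152) and the cholesterol transporter NPC1 (-0.33, adjusted p = 0.0184) fell, as did the heme oxygenase HMOX1 (-0.26, adjusted p = 0.0381), while ABCG1 did not pass (0.37, adjusted p = 0.0516) except with the pool as a block (adjusted p = 0.0024; higher in 8 of 8 pools). With the block 2 rose and 5 fell in the first list and 3 rose and 3 fell in the other. Among genes of osteoclasts, cells of the same lineage, the proton pump subunit ATP6V0D2 (-0.51, adjusted p = 0.0444) fell and DCSTAMP (0.59, adjusted p = 3.2e-04) and CLCN7 (0.62, adjusted p = 0.0023) rose. The estrogen receptor ESR1 fell (-0.59, adjusted p = 0.0485).

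The interferon-stimulated IFI6 ran in opposite directions with LPS in single pools. It was lower with LPS in the pools labelled female PBS 2 (-2.29), female fadrozole 1 (-2.29) and 2 (-1.36) and male PBS 1 (-1.05), and higher in those labelled male fadrozole 1 (3.08) and 2 (1.40), female PBS 1 (1.32) and male PBS 2 (1.15). These are the 4 pools with high and the 4 with low HINTW. No test was run on this grouping, which comes from the values, and it held for 5 of the 30 members, among them CMPK2, OASL and IFIT5. Other members do not follow it: MX1 was higher with LPS in male PBS 1 (0.18) and lower in male fadrozole 2 (-0.30), and 21 of 30 members of the list were higher in male PBS 1 (median 0.28). On the 4 LPS-activated arrays with low HINTW IFI6 lay between 6.78 and 8.74, and on the 4 with high HINTW between 7.70 and 9.03, whereas the non-activated arrays lay between 5.55 and 5.70 and between 9.28 and 11.32.

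The response of IL8L1 to LPS differed by -0.05 log2 between the arrays labelled male and those labelled female. That is lower than the value quoted from the study above. The quoted value is for a gene annotated as IL8, a symbol that no probe set carries here, in other birds on another array. Whether that gene is IL8L1 or IL8L2 was not settled. The difference was 0.15 log2 without the PBS pool 1 arrays, whose labels are in doubt, and that of IL8L2 was 0.04 log2 with the 16 arrays and 0.11 without those. None of these passed. The median of the hatchling Z list between the sexes with PBS was 1.07-fold as labelled. That is lower than the value quoted from the study above, but the measures are unlike. The study gave an average in the birds that its transcripts were listed from, whereas a median in embryos is given here. The PBS groups as labelled also hold the PBS pool 1 arrays, whose sex-linked transcripts go against their labels. Fitted without those arrays the median of the list was 1.68-fold (1 array against 1), and with fadrozole, where the labels match, 1.45-fold.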
